A study of Homo sapiens with 6 samples. Its data were reported in "SFSWAP is a negative regulator of OGT intron detention and global pre-mRNA splicing" (2025).

How the data were processed

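RNA was measured in HEK293A-TOA cells, a human embryonic kidney line, treated with siRNA and without any inhibitor. Per the labels, 3 biological replicates received a non-target siRNA (siNT) and 3 received a mix of siRNAs against SFSWAP at 40 nM (siSFSWAP), and RNA was collected 5 days later. Polyadenylated RNA was made into libraries and sequenced from 1 end. Library strandedness is not given in the sources used here.

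The authors trimmed the reads with cutadapt 1.9.1, aligned them with STAR 2.7 to GRCh38, and ran rMATS on the 6 libraries. The 2 deposited tables used here hold retained introns (RI) and skipped exons (SE), each from the rMATS model that counts junction reads only. In the deposited tables the junction counts, the inclusion levels and the effective lengths are values of other units than expression: whole-number read counts without normalisation, fractions from 0 to 1, and nucleotides. Each cell of the count and inclusion columns lists 3 libraries. The deposited tables also give the authors' p-value with its FDR per event, and the difference in inclusion, a score from −1 to 1 taken as siNT minus siSFSWAP. The tables number the groups without naming them, and which is siNT was inferred from the definition of that difference in the paper's text. The SFSWAP reads serve as a check on this assignment, not as a separate result. All changes given here are siSFSWAP minus siNT. The lists carry no replicate numbers, so the libraries are called a, b and c in the order in which each list gives them, and library a of 1 group is not known to be paired with library a of the other.

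There were 21158 retained intron events, and 153168 skipped exon events on 115683 different exons. An event was tested when its inclusion and skipping junctions together had a mean of at least 20 reads per library, each form had at least 5 reads over the 6 libraries, and at least 2 libraries of each group had reads. This left 10155 introns in 3787 genes, and 48100 exon events on 43287 exons in 8484 genes. Inclusion was computed from the counts divided by the effective lengths. Each event was tested with a two-sided quasi-binomial F test on the 2 counts of each library. Its dispersion was moderated across events with limma 3.58.1 (squeezeVar, with a trend on depth) and floored at 1. P values were adjusted by Benjamini-Hochberg within each table. An event was called at an adjusted p of at most 0.05 and a mean change in inclusion of at least 0.2, the thresholds the authors used. Event tests, thresholds, filters, gene lists and the rule for naming genes were chosen before the data were examined.

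The test was tried on simulated data made from these tables, with 50 events changed at each size and 3 libraries per group. By the adjusted p alone it found 24% of introns and 22% of exons changed by 0.2, and 82% and 80% of those changed by 0.35. Among simulated introns past the adjusted p alone, 19 of 110 were unchanged, and after the change threshold 3 of 88 were. For exons these were 6 of 85 and 0 of 77. The adjusted p for introns alone was therefore too lenient, while few unchanged events met both thresholds.

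Spliced reads per gene were summed over the skipped exon events, with 1 event per exon, divided by the library's total of such sums, scaled to CPM and compared with limma-trend on the log2 scale after adding 0.5, over 10744 genes with a mean of at least 20 reads. The plan was to take SFSWAP from the RI table, but that table held no more than 3 skipping junction reads of SFSWAP in any library. Inclusion reads are not part of that count. The SE table, chosen beforehand as the second source, therefore gives the value for SFSWAP. These sums change with splicing as well as with the amount of RNA, so they are not gene expression values.

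Library medians were compared with an exact permutation test. Called and uncalled events were compared by length, GC content, inclusion in siNT and reading frame with permutation tests of medians (100000 draws) or Fisher's exact test. The background for a lower call was the uncalled events with siNT inclusion of at least 0.2, and for a higher call those with siNT inclusion of at most 0.8, since others could not change by 0.2. The share of genes of 21 lists with a call was compared with draws of genes within strata of the number of tested events. The overlap of genes between both tables was tested in the same way. All tests were two-sided except the one-sided list test. GC content and exon positions came from the GRCh38 sequence and GENCODE release 44, checked on the splice site dinucleotides: 98.1% of tested introns began with GT and ended with AG. Of the tested exons 57.9%, and of the tested introns 93.2%, were in that annotation. Tests across introns, exons or genes treat them as units, and they are not independent replicates.

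Events were named by 1 rule. For each table and direction, these were the 10 called events with the largest change, 1 per gene, among those with a mean of at least 50 reads and no overlap between the groups. The rule also took the event with the lowest p in each gene the study discussed, every tested OGT and SFSWAP event, and the 2 called members with the lowest p per direction in each list.

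Alternatives covered the read filter (none, or a mean of at least 50), the dispersion floor, limma on log2 odds, the authors' deposited FDR, a change threshold of 0.1, 1 event per intron or exon, libraries thinned to the shallowest, inclusion without effective lengths, leaving out each library in turn, and for spliced reads a pseudocount of 2 and a minimum of 1 or 50 reads. A term for the deepest library of each group, and a fit to the 2 shallower libraries of each group alone, were added after the data were seen, as was a test of gene overlap without exons that touch or overlap a tested intron and the relation to GC content without called events. Other event types were not analysed here. Analyses were run in R 4.3.3 with the data.table package and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Intervals are 95% Wilson intervals on counts of called events. They cover counting error alone, since events that share an exon, a gene or the same libraries are not independent. Reads without molecular identifiers are not independent molecules either.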

Results

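Splicing was read from junction counts in 3 siNT and 3 siSFSWAP libraries of HEK293A-TOA cells. SFSWAP is a nuclear protein related to splicing factors of the SR family, and the study sequenced RNA after its knockdown to learn what role it has. The value for each event is inclusion, the share of transcripts that keep the intron or exon, computed from the authors' unnormalised counts of inclusion and skipping junction reads. The retained intron table held 7465949, 3197101 and 2827762 junction reads in siNT libraries a, b and c, and 4450930, 2767079 and 3137466 in siSFSWAP libraries a, b and c. The skipped exon table held 55274283, 23441117 and 20820210 junction reads in siNT, and 31980079, 19515010 and 22213303 in siSFSWAP. The median tested intron had between 69 and 180 reads per library, and the median tested exon between 67 and 186.

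The knocked down gene was read first, as a check on which group of each table is which. SFSWAP (ENSG00000061936.10, chromosome 12) was lower in all 3 siSFSWAP libraries than in any siNT library. Its spliced junction reads were 82.3 ± 3.80 CPM (reads scaled to a common library total) in siNT and 30.3 ± 7.71 CPM in siSFSWAP (SD, n = 3), or 36.8% of the siNT level. The log2 change was −1.46 with a standard error of 0.16 (limma adjusted p 0.000336), and it lay between −1.58 and −1.23 when any 1 library was left out. No tested SFSWAP exon changed in inclusion past the threshold. No SFSWAP intron of the retained intron table passed the read filter, so none was tested.

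**Figure D1:**
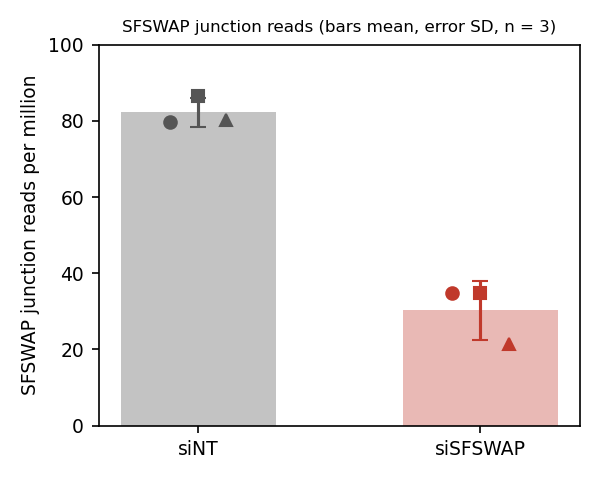
SFSWAP spliced junction reads in CPM of the skipped exon table, by group. Bars are means, error bars SD (n = 3) and points the libraries, and every siSFSWAP library lies at or below 34.7.

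The first comparison asked whether introns were removed more completely without SFSWAP. Of 10155 tested introns, 167 in 128 genes had lower inclusion in siSFSWAP and 14 in 14 genes had higher inclusion. Lower inclusion thus made up 92.3% of the called introns (95% Wilson interval 87.4% to 95.3% of 181 introns). In the introns called lower, the median inclusion was 0.506 in siNT and 0.176 in siSFSWAP. The size of the shift depended on the inclusion in siNT. The median log2 odds change was 0.09 in 3560 introns under 0.05, −0.15 in 1880 introns at 0.05 to 0.1 and −0.33 in 1444 introns at 0.1 to 0.2, with standard errors of 0.01, 0.02 and 0.02. It was −0.57 in 953 introns at 0.2 to 0.4 and −0.65 in 450 introns at 0.4 to 0.6, which standard errors of 0.03 and 0.06 do not separate. Above that it was −0.20 at 0.6 to 0.8, −0.08 at 0.8 to 0.9 and −0.55 at 0.9 to 1, so the shift did not grow steadily with inclusion.

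The largest fall was in PSMD11 (ENSG00000108671.11), which encodes a proteasome subunit. An intron within its coding region (chromosome 17, 32479377 to 32480145, GRCh38) went from 83.7% ± 0.767 to 26.8% ± 2.89 inclusion (SD, n = 3, adjusted p 0.000391). An intron on the 3′ UTR side of the RNA-binding protein gene HNRNPA2B1 (ENSG00000122566.22, chromosome 7, 26190461 to 26192494) went from 77.0% ± 1.86 to 26.1% ± 3.62 (SD, n = 3, adjusted p 8.37e-09). Introns of HMGN1, SNHG1 and CDK10 changed by −49.0, −47.0 and −40.7 percentage points. In these 5 genes the adjusted p stayed at or under 0.05 and the change above the threshold whichever library was left out. The introns of NDOR1, WDR90, SARS2 and ABHD11 changed by −46.5, −42.9, −41.3 and −41.0 points, but leaving out 1 library could end each call, with adjusted p reaching 0.0546, 0.157, 0.0735 and 0.172. Introns of the mRNA export gene THOC6, the splicing regulator gene HNRNPL and the exon junction gene RBM8A changed by −34.4, −22.0 and −46.0 points. Of these, HNRNPL alone kept its adjusted p whichever library was left out, with a smallest change of −19.4 points.

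Among the introns that rose, the largest change was in HSD17B10 (ENSG00000072506.14, chromosome X, 53431595 to 53431973), from 32.2% ± 12.9 to 91.9% ± 14 (SD, n = 3, adjusted p 0.00998). Leaving out 1 library raised its adjusted p to as much as 0.101, and 4 of the 6 libraries ended its call when removed. An intron of HNRNPH1 (ENSG00000169045.17, chromosome 5, 179616219 to 179617020) went from 13.5% ± 4.72 to 45.9% ± 4.39 (SD, n = 3, adjusted p 0.00011), and its adjusted p and a rise of at least 29.97 points were kept in every such fit. HNRNPA1 rose by 34.5 points, but its adjusted p reached 0.169 with 1 library out. The rises in NSMF, TRO, PSMC3IP, NEK9 and TRMU ranged from 21.9 to 31.5 points, and each lost its call without 2 or more of the libraries.

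**Figure D2:**
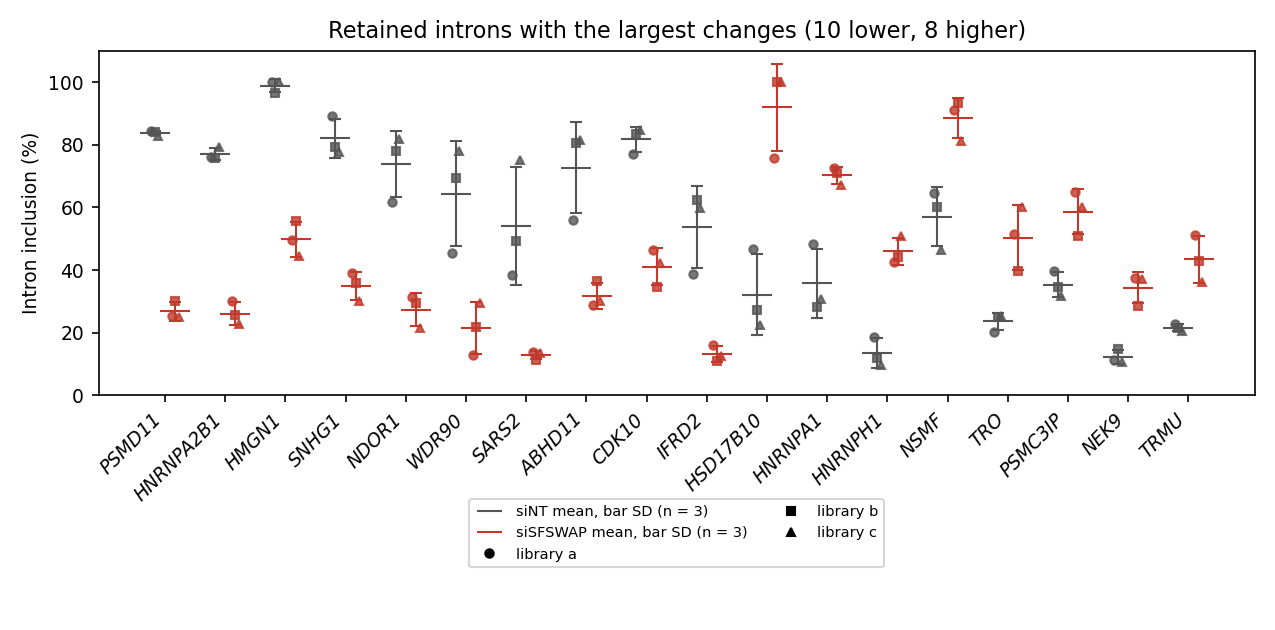
Inclusion in percent of the retained introns with the largest changes, 10 lower and 8 higher, in siNT (grey) and siSFSWAP (red). Horizontal marks are means, bars SD (n = 3) and symbols libraries a, b and c, and PSMD11 falls from 83.7% to 26.8%.

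The study illustrated the effect with IFRD2 and GFUS. Intron 3 of 11 of IFRD2 (ENSG00000214706.12, chromosome 3, 50290295 to 50290387) went from 53.7% ± 13.0 to 13.2% ± 2.58 (SD, n = 3, adjusted p 0.000681). Intron 10 of GFUS (ENSG00000104522.16, chromosome 8, 143612966 to 143613195) went from 44.8% ± 21.6 to 10.2% ± 1.57 (SD, n = 3, adjusted p 0.011), although leaving out siNT library b or any 1 siSFSWAP library ended the call of the GFUS intron at 143612966, with adjusted p between 0.0622 and 0.169. OGT, whose intron 4 is the detained intron the study began from, changed less. Intron 4 of OGT (ENSG00000147162.14, chromosome X, 71544636 to 71547906) had 35.3% ± 6.49 inclusion in siNT and 27.6% ± 1.19 in siSFSWAP (SD, n = 3), a change of −7.73 points with an adjusted p of 0.361. Every siSFSWAP library was below every siNT library, but the change was not called. Without siNT library a the change of the OGT intron at 71544636 was −10.01 points and its adjusted p 0.0209, which is still short of the change threshold, and without siNT library c the change was −4.02 points with an adjusted p of 0.648. The other 4 such fits gave adjusted p of 0.49 to 0.691. The 5 tested exon forms inside this intron, which share their skipping reads, had no more than 12 inclusion reads in siNT and 4 in siSFSWAP. Mean inclusion was lower in siSFSWAP for each form, by −0.153 to −0.977 points, and none passed (adjusted p 0.246 to 0.771), so a difference was not detectable at this depth. The form with the most reads, of 146 nt (71546344 to 71546489), had 1.17% ± 1.02 inclusion in siNT and 0.576% ± 0.769 in siSFSWAP (SD, n = 3). The RI events of ARGLU1, FN1 and SF3B1 were not called either, with adjusted p of 0.15, 0.25 and 0.406.

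The number of introns called depended on single libraries. Without siNT library a 491 introns were lower, without siNT library b 43, without siSFSWAP library a 32, without siSFSWAP library b 74 and without siSFSWAP library c 35. The introns called higher numbered 44, 2, 1, 5 and 2 in those fits. Limma on log2 odds, which uses the 6 inclusion values without their depth, called 1 intron lower and 0 higher, with 1652 introns at an unadjusted p under 0.05. In the authors' deposited table, 662 introns passed FDR and difference, of which 510 were higher in siNT.

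The second comparison asked whether exons that can be skipped were included more often without SFSWAP. Of 48100 tested exon events, 823 had higher inclusion in siSFSWAP and 344 had lower inclusion. Higher inclusion made up 70.5% of the calls (95% Wilson interval 67.8% to 73.1% of 1167 events). Counted by exon, 672 exons in 383 genes were higher and 328 exons in 223 genes were lower. The median change was 0.281 in the higher exons and −0.27 in the lower exons.

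Among the 10 exons named for their rise, the largest change was in exon 11 of 25 of TMEM63A (ENSG00000196187.12, chromosome 1, 225862771 to 225862851), which went from 46.7% ± 19.1 to 99.2% ± 1.46 inclusion (SD, n = 3, adjusted p 1.86e-07). A 418-nt exon of the kinase gene IRAK1 (ENSG00000184216.14, chromosome X, 154012245 to 154012662) went from 11.7% ± 2.75 to 60.4% ± 16.9 (SD, n = 3, adjusted p 7.49e-08). Exons of COASY, NPAS1, ZNF213, ACAA1, PKD1, FASTK, SAT2 and ADA rose by between 42.4 and 48.2 points. Exon 7 of 12 of IFRD2, a gene named because the study discussed it and whose intron 3 fell, rose further, by 53.8 points, from 29.5% ± 14.96 to 83.3% ± 5.26 (SD, n = 3, adjusted p 2.93e-05). These exons passed both thresholds whichever library was left out. Exons also rose in the cyclin gene CCNL1 and the DNA repair gene ERCC1.

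A smaller set of exons was skipped more often in siSFSWAP. Exon 4 of 11 of the host gene of small nucleolar RNAs SNHG1 (ENSG00000255717.8, chromosome 11, 62854888 to 62854938) fell from 78.1% ± 3.21 to 29.8% ± 7.85 (SD, n = 3, adjusted p 4.12e-19). A 105-nt exon of the mitochondrial ribosomal protein gene MRPS18C (ENSG00000163319.11, chromosome 4, 83458325 to 83458429) fell from 71.0% ± 5.58 to 23.7% ± 6.69 (SD, n = 3, adjusted p 5.34e-13). A 33-nt exon of DZIP3, number 15 of 33, fell from 99.2% ± 1.44 to 53.0% ± 10.8 (SD, n = 3, adjusted p 1.83e-11). GRAMD1A, SMC5, MON2, SRRM1, PRPF4B, CCT5 and NOL8 changed by between −43.9 and −38.4 points. Single exons were also called in genes of splicing proteins, although no list of such genes was enriched among the exon calls. Exons fell in SF1, from 98.1% ± 1.77 to 76.3% ± 5.46, in PCBP2, from 71.3% ± 3.51 to 42.8% ± 3.16, in TIAL1, from 97.4% ± 0.688 to 72.2% ± 3.73, and in HNRNPA2B1, from 96.4% ± 0.089 to 69.7% ± 4.79 (SD, n = 3 each). These exons kept their adjusted p whichever library was left out, and only SF1 then fell short of the change threshold, at −18.7 points. Exons of SRSF1 and SRSF10 changed by −32.9 and −23.9 points, but lost their calls without 4 of the libraries, with adjusted p up to 0.176 and 0.0985. Exons of HNRNPH1, CLK2 and SNRNP70 rose by 22.1, 27.3 and 22.2 points, of which HNRNPH1 alone kept its adjusted p whichever library was left out, while the largest adjusted p for CLK2 and SNRNP70 were 0.14 and 0.517. The HNRNPA2B1 and HNRNPH1 exons lie inside the introns of these genes named above, so the exon and intron calls concern the same region. The tested exons of OGT, OGA, FN1, ARGLU1, MAPT, GFUS and SF3B1 were not called.

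**Figure D3:**
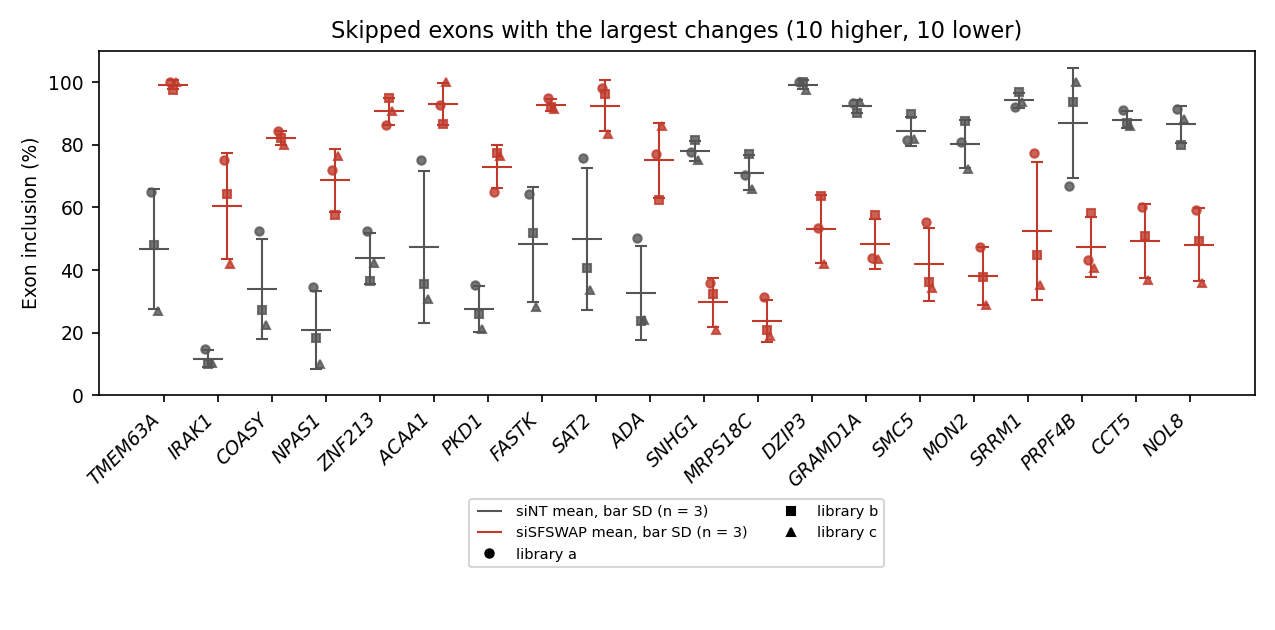
Inclusion in percent of the skipped exons with the largest changes, 10 higher and 10 lower, in siNT (grey) and siSFSWAP (red). Horizontal marks are means, bars SD (n = 3) and symbols libraries a, b and c, and TMEM63A rises from 46.7% to 99.2%.

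Exon counts also moved with single libraries. Higher events numbered 1496 without siNT library a, 545 without siNT library b, 498 without siNT library c and 458 without siSFSWAP library a, and lower events numbered 186 without siSFSWAP library c. Limma on log2 odds called 40 higher and 23 lower. In the authors' deposited table, 3192 exon events passed FDR and difference, of which 2253 were higher in siSFSWAP.

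The third comparison asked what sets the responding introns and exons apart, as the study did for length and GC content. The study reported higher GC content in introns spliced more efficiently after knockdown, but no significant difference in length or splice site strength. The length differences below are therefore at odds with the study. The intron difference was also found with calls by the authors' deposited FDR, at 127.5 nt (lower) against 579 nt (higher, permutation adjusted p 1.3e-05). The reason was not tested. Introns that were removed more completely were short and rich in GC. Their median length was 127 nt and their median GC content 64.4% (n = 167), against 600 nt and 50.4% in the introns called higher (n = 14; permutation adjusted p 1.7e-05 and 0.000291). Uncalled introns with siNT inclusion of at least 0.2 had medians of 204 nt and 57.1% (n = 3093). Their median siNT inclusion also differed, at 0.747 against 0.506 in the introns called lower (permutation adjusted p 0.000172). The exons upstream and downstream of lower introns had a median GC content of 61.5% and 60.9%. Introns called higher were longer than uncalled introns (600 against 152 nt, permutation adjusted p 0.000453), but their GC content, 50.4% against 55.3%, did not pass (permutation adjusted p 0.332). It passed with a change threshold of 0.1 (46.3% against 55.2%, permutation adjusted p 0.0438) and with calls by the authors' deposited FDR (48.4% against 55.2%, permutation adjusted p 0.0446). It did not pass with a mean of at least 50 reads (48.1% against 55.1%, n = 7 introns called higher, permutation adjusted p 0.3455).

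Exons also split by GC content. The exons included more had a median GC content of 61.0% and sat between introns of 59.3%, while the exons included less had 43.1% and sat between introns of 38.5% (n = 672 and 328, permutation adjusted p 1.7e-05 for both). Their median lengths were 127.5 and 84 nt. Uncalled exons that could have risen had 50% GC, and those that could have fallen had 50.6%. Median siNT inclusion was 0.568 in higher exons and 0.0288 in uncalled exons that could have risen (permutation adjusted p 1.7e-05). It was 0.846 in lower exons and 0.955 in uncalled exons that could have fallen (permutation adjusted p 1.7e-05). Exons of a length divisible by 3 were as frequent among higher as among lower exons, 43.5% and 43.0% (Fisher's exact test, adjusted p 0.892). They were more frequent among higher exons than among uncalled exons, at 38.5% (adjusted p 0.0137), but not when calls were taken by the authors' deposited FDR (41.0% against 38.6%, adjusted p 0.188). Of 36 such comparisons, 31 passed, and the smallest p, 1e-05, is the smallest that the permutations can give.

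The relation to GC content was also present without the called events. Across introns with siNT inclusion of 0.2 to 0.8, the change in inclusion fell with GC content (Spearman's rho −0.404, Pearson's r −0.381, 1843 introns), and across exons it rose (rho 0.453, r 0.433, 5399 exons). Without the called events, left out only after the result was seen, rho was −0.398 in 1688 introns and 0.380 in 4651 exons. Introns and exons are not independent replicates, so these values carry no p. Between siNT library a and siSFSWAP library a, the deepest of each group, rho was −0.219 for introns and 0.255 for exons. Among the other libraries it was −0.411 and 0.461. Within siNT, library a minus the mean of libraries b and c gave rho of −0.435 and 0.404, so the relation also separated siNT libraries from each other. Within siSFSWAP, library a minus the mean of libraries b and c gave −0.151 and 0.0357.

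**Figure D4:**
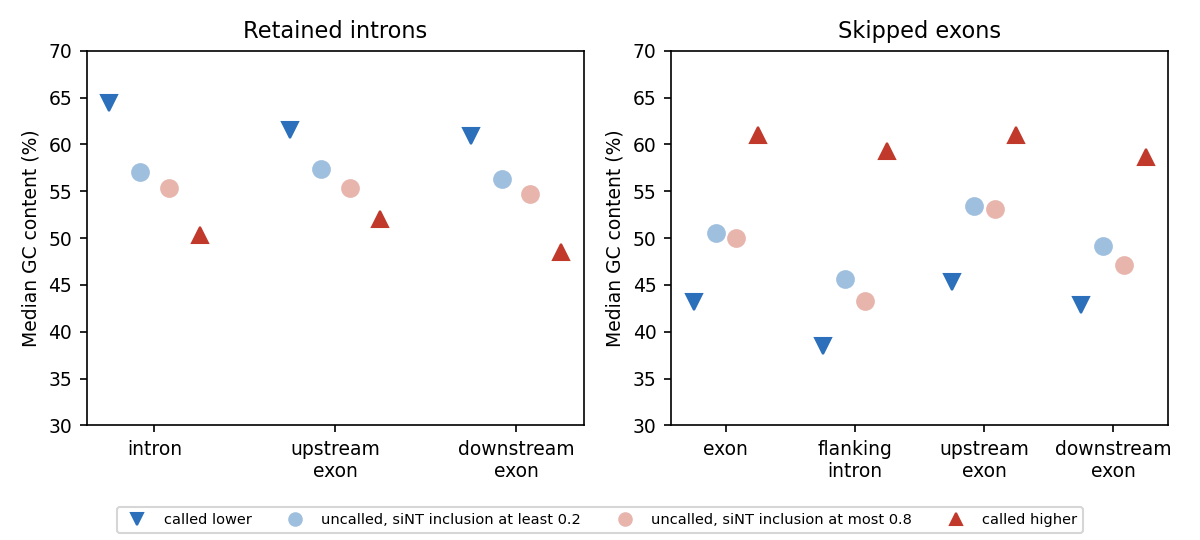
Median GC content in percent of called and uncalled introns and exons and of the sequence around them. Symbols stand for events called lower, called higher and the uncalled events that could have changed by 0.2, and the exons called higher and lower lie at 61.0% and 43.1%.

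Genes with both kinds of change were more frequent than chance. Of 3406 genes tested in both tables, 42 had an intron called lower and an exon called higher, where 18.6 were drawn at random (permutation p 1e-05, the smallest these permutations can give). IFRD2, CDK10, ABHD11, NDOR1 and MRPS18A were among them. In 19 genes 23 of the introns called lower touch an exon called higher and share junction reads with it. Without any exon that touches or overlaps a tested intron, a test chosen after the result was seen, 14 genes had both calls where 5.21 were drawn (permutation p 0.00021). CDK10, WDR90 and NSMF were among these 14, NSMF through another intron than the one named above for its rise. IFRD2, ABHD11, NDOR1 and MRPS18A were not among these 14. The draws held the number of tested events fixed but not GC content. Among exons inside retained introns, the position of decoy exons such as that of OGT, 39.8% of the called exons were lower, against 32.2% of the other called exons, which did not differ past the threshold (odds ratio 1.39, Fisher's exact p 0.179).

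No gene list fixed in advance was enriched after adjustment over 84 tests. The lists covered classes of splicing factors, decay, export, ribosomal, synthetase, repair, cell cycle, apoptosis, chromatin and glycosylation genes, and genes the study discussed. The smallest adjusted p was 0.079, for cell cycle kinases and cyclins among genes with an exon called higher, with 7 of 32 genes where 1.70 were expected. These genes were CCNL1, CCNL2, CDC25B, CDC25C, CDK10, CDK16 and CDK5, with 13 events called and 15 when adjusted over the list alone. For hnRNP genes with an intron called higher, HNRNPA1 and HNRNPH1 were 2 of 16 genes where 0.112 were expected (adjusted p 0.194), and the 2 events were also called when adjusted over the list alone. With a change threshold of 0.1, both of these lists passed. In the list of genes the study discussed, GFUS and IFRD2 had an intron called lower, which is not independent evidence, since the study picked them from these libraries. Fisher's exact test, without strata, left 0 lists past the threshold.

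At the level of whole libraries, the medians of the groups overlapped, while the first principal component of inclusion separated the groups. The median inclusion of the tested introns was 0.0864 ± 0.0146 in siNT and 0.07 ± 0.0047 in siSFSWAP (SD, n = 3, exact permutation p 0.3). For exons it was 0.867 ± 0.029 and 0.886 ± 0.0144 (SD, n = 3, exact permutation p 0.3), and 3 against 3 libraries cannot give a p below 0.1. The exon difference of 0.0190 moved when 1 library was left out. It ranged from 0.00963 without siNT library c (exact permutation p 0.6) to 0.0385 without siNT library a (exact permutation p 0.1). siNT library a lay between the other siNT libraries and siSFSWAP on that component. For introns its position there was 3.12, against −60.3 and −80.1 in siNT libraries b and c and 36.2 to 55.04 in siSFSWAP. For exons it was −65.7, against −148.5 and −176.8 in siNT libraries b and c and 122.4 to 143.5 in siSFSWAP. The introns called lower had a median change of −0.192 between siNT library a and siSFSWAP library a, and of −0.335 among the other libraries. The exon events called higher had a median change of 0.173 between the a libraries and of 0.344 among the others. These events were called with the same libraries, so the sign in each pair follows from the call.

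**Figure D5:**
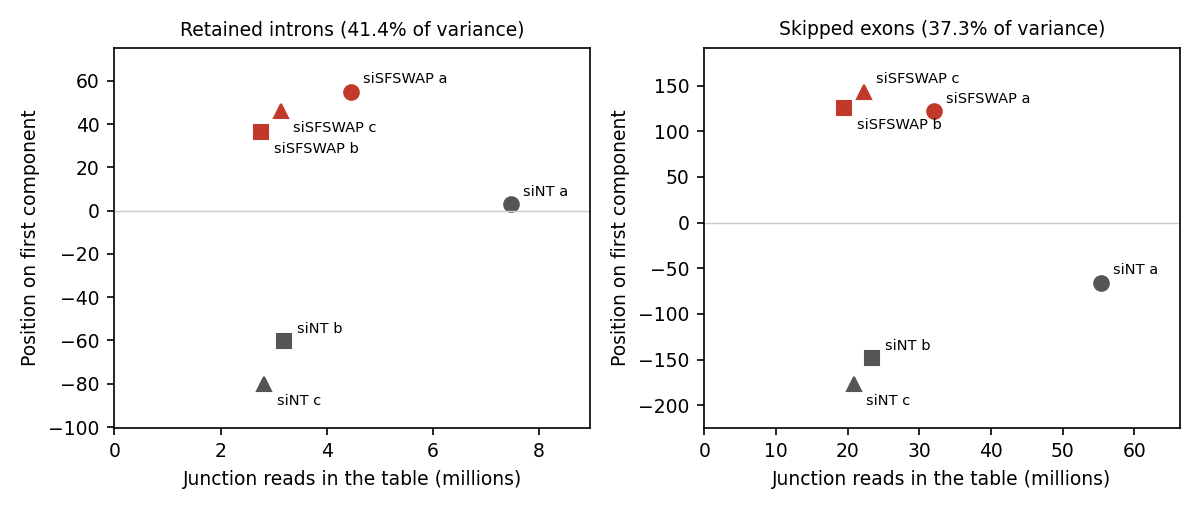
First principal component of inclusion against junction reads (axis in M), per library, for introns and exons. Colours give the group, and siNT library a, the deepest, lies at 3.12 for introns while the other siNT libraries lie at −60.3 and −80.1.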

Values the study reported

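The study treated rMATS events as changed at an FDR of at most 0.05 and a difference in inclusion of at least 0.2. By RT-qPCR it reported about 1.8-fold more spliced OGT RNA after SFSWAP knockdown in cells treated with DMSO, and about 3-fold more in cells treated with TG. Its RT-qPCR of the retained intron junction showed no statistically significant change. In its untreated RNA-seq it saw no clear change in read coverage at the OGT retained intron. It reported lower OGT decoy exon inclusion after SFSWAP knockdown in TG-treated cells with UPF1 knockdown. UPF1 was knocked down to stabilise the decoy form, on which nonsense-mediated decay would otherwise act.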

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

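The term for the deepest libraries, the fit to the 2 shallower libraries of each group, the gene overlap without exons that touch a tested intron and the GC relation without called events were chosen only after the result was seen. No paired analysis was possible because the lists of libraries in the deposited tables carry no replicate numbers. This holds for pairs known from the labels. A fit that assumes pairs from the order of the lists was not run, so its effect on the counts was not tested. The term for the deepest libraries joined siNT library a with siSFSWAP library a by depth alone. Introns called lower outnumbered introns called higher, and exons called higher outnumbered exons called lower, under every setting tried, and every main call that a setting still tested kept its direction there.

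The counts moved more than the directions. From 167 introns lower and 14 higher, the counts became 1 and 0 with limma on log2 odds (all calls, 100%, lower), 302 and 35 with the authors' deposited FDR, 300 and 27 with the deepest library of each group as a term, and 435 and 31 with only the 2 shallower libraries of each group. A change threshold of 0.1 gave 258 lower introns, a mean of at least 50 reads gave 7 higher introns, and thinning gave 22 higher introns. Leaving out 1 library gave 32 (without siSFSWAP library a) to 491 (without siNT library a) lower introns and 1 to 44 higher introns in the same fits, with 91.13% to 96.97% of calls lower. The count rose without siNT library a although that is the deepest library. Across introns, siNT library a differed from siNT libraries b and c by a mean chi-square per degree of freedom of 4.0 and 5.3. Between siNT libraries b and c it was 1.5, so library a added to the spread within siNT. For these counts the cause was not tested.

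From 823 exon events higher and 344 lower, limma on log2 odds gave 40 and 23 (63.5% higher), a mean of at least 50 reads 493 and 217, and a change threshold of 0.1 gave 1412 and 739 (65.6% higher). Only the 2 shallower libraries of each group gave 1281 higher (75.1%), and 1 event per exon gave 67.4% higher. Leaving out 1 library gave 458 (without siSFSWAP library a) to 1496 (without siNT library a) higher and 186 (without siSFSWAP library c) to 393 (without siSFSWAP library a) lower events, with 53.8% to 81.0% higher. The fewer calls at 50 reads follow from fewer events tested, and for the others the cause was not tested.

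SFSWAP spliced reads in the retained intron table gave a log2 change of 0.19 (adjusted p 0.861), the reverse sign, from no more than 3 reads per library. With a change threshold of 0.1, 2 gene lists passed instead of 0. The MAPT exon at 46010310, not called, changed by −27.55 points without siNT library c and by 2.82 points without siNT library b, where the latter library had 4 reads. Of the 89 named and called events, 87 kept their side of the adjusted p with the authors' deposited FDR, 7 with limma and 52 in all 6 fits that leave out 1 library, and none reversed in the fits that tested it. Simulated changes of 0.2 passed the adjusted p in 24% of introns and 22% of exons. Most simulated changes of that size were therefore missed at this depth with 3 libraries per group. These shares rest on 50 changed events per size in each table and were not split by inclusion level, so they may not hold for all events. Other depths and group sizes were not simulated.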

Other observations

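The tests of GC-rich coverage, of SFSWAP in siNT library a, of a shared batch and of introns with at least 50 inclusion reads were chosen only after the result was seen, as were the gene names in the next paragraph. The other tests were set beforehand.

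Spliced junction reads also differed for many genes. Of 10744 genes, 1580 were higher and 1673 lower in siSFSWAP (limma), and these counts together ranged from 1844 genes without siSFSWAP library b to 5035 without siNT library a. HMOX1 changed by −3.05 on the log2 scale, CD44 by −1.59 and the isoleucine tRNA synthetase gene IARS1 by −1.02, while GUSB changed by 2.02 and DHRS2 by 2.46. No gene list passed a set test (camera, smallest adjusted p 0.634, with the correlation estimated per list). Of 3 genes that differed widely between siNT library a and the other siNT libraries, FOSL1 had 59.1, 236.4 and 252.5 CPM in siNT a, b and c, GADD45B had 98.1, 352.0 and 427.9, and IL11 had 1.30, 12.1 and 14.9. In siSFSWAP, FOSL1 had 15.2 to 37.6 CPM and GADD45B 53.6 to 74.4 and IL11 0.117 to 0.309.

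Introns called lower lay together in genes. There were 32 genes with at least 2 introns called lower, against a mean of 9.43 and a maximum of 20 in 10000 random placements among 3271 introns that could fall by 0.2 (permutation p 0.0001, the smallest these can give). ACADVL and NDOR1 had 4 each, and CDK10, SNHG1 and TPP1 had 3. Chance placement is therefore argued against, although introns of 1 gene share GC content and transcript level, which the placement did not hold fixed. Weaker splice sites in introns called lower stay open: the median 5′ score was 6.87 against 7.32 in uncalled introns (permutation p 0.158) and the 3′ score 6.73 against 7.05 (permutation p 0.385). The bound set beforehand, a p of at least 0.05, was too weak to exclude them, since both medians were lower.

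Introns were retained less in siSFSWAP, in 167 called cases, and a difference in depth is argued against by libraries thinned to the shallowest, which gave 245 lower introns. A fall of unspliced RNA or DNA background, which would lower weakly retained introns most, is argued against, because 3560 introns under 0.05 in siNT had a median log2 odds change of 0.087 with a standard error of 0.012 (−0.061 to 0.032 in the other versions run). With the class taken from all libraries, it was 0.0038 in 1612 introns under 0.05 with at least 50 inclusion reads, and −0.156 and −0.277 in all introns at 0.05 to 0.1 and 0.1 to 0.2. In 1 direction, the real split called 167 introns (181 in both) and the highest other of the 10 splits 0 (1 split, the real one, reached its count), but 10 splits are too few for a share under 0.05. Loss of SFSWAP, effects of the siRNAs on other RNAs, and culture differences between replicates stay open, the last 2 untested.

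Exons were included more in siSFSWAP, in 823 called events. Thinning gave 829, and 1 event per exon gave 67.4% higher, which argues against depth and against exons counted several times. Unequal coverage of GC-rich sequence would move introns and exons in 1 direction, but rho with GC content was 0.453 for exons and −0.404 for introns, beyond standard errors of 0.011 and 0.019. In 1 direction, the real split called 823 events (1167 in both) and the highest other 16 (1 of the 10 splits, the real one, reached its count, and 10 are too few for a share under 0.05). The GC relation was not specific to the knockdown: across the same events, siNT library a minus the mean of siNT libraries b and c gave rho of −0.435 for introns and 0.404 for exons, while siSFSWAP library a minus b and c gave −0.151 and 0.0357, so a state shared by siNT library a and siSFSWAP may add to it.

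siNT library a lay apart from the other siNT libraries, and greater depth is argued against by its position from siNT b and c (0) to siSFSWAP (1). That scale is another one than the first principal component above. The position went from 0.502 to 0.494 (standard error 0.021) after thinning for introns and from 0.249 to 0.316 (standard error 0.0083) for exons. The exon bound set beforehand, 0.4, was too high, as the full-depth position already lay below it, and a depth cause would bring the position towards 0 at equal depth. Less SFSWAP in siNT library a is argued against, since its SFSWAP reads were 0.956 of the mean of siNT b and c. A batch shared with siSFSWAP library a could fit, as their deviations from the other libraries of their groups correlated at 0.122 across introns and 0.165 across exons, above 0.044 (the b libraries) and 0.07 (the c libraries) for the highest other pairs. These values are small, and culture at different times and library preparation were not separated.

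At OGT intron 4 inclusion changed by −7.73 points in untreated cells, which was not called (adjusted p 0.361), and by −4.02 points without siNT library c (adjusted p 0.648). The RT-qPCR values quoted from the study above are another measure, of spliced RNA, in cells treated with DMSO or TG. They were not compared with these changes in inclusion.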
